A study of Homo sapiens with 4 samples. Its data were reported in "Indisulam synergizes with palbociclib to induce senescence through inhibition of CDK2 kinase activity" (2022).

How the data were processed

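RNA sequencing was performed on SUM159 cells, an established triple-negative breast cancer (TNBC) line, in 4 conditions with 1 library each: untreated, palbociclib, indisulam, and the combination of both drugs. Palbociclib inhibits the cell cycle kinases CDK4 and CDK6. Indisulam is a sulfonamide that recruits the splicing factor RBM39 to the ubiquitin ligase receptor DCAF15, after which the RBM39 protein is degraded. The labels of the libraries and the text on the series give different treatments. Per the labels, palbociclib was used at 0.5 µM and indisulam at 2 µM for 10 days. Per the series text, palbociclib was used at 2 µM and indisulam at 3 µM for 16 h, in technical duplicates. The study describes both treatments, the longer one for its senescence lists and the shorter one for splicing. The groups were taken from the labels, and the dose and the duration were left open. Whether duplicates were pooled into a library was not stated.

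The authors prepared strand-specific poly(A) libraries. For the senescence lists they sequenced single-end 65 bp reads on a HiSeq 2500 and aligned them to hg38, and for splicing they used paired-end reads on another instrument. Neither the labels nor the count tables name the instrument of these libraries. RNA was extracted with Trizol per the labels and with silica columns per the study methods. The aligner was named (HISAT2) for the splicing libraries but not for the senescence lists. The counting program, its strand setting and the annotation release were not stated. The deposited values are counts of reads per Ensembl gene and are not normalized, although the authors scaled depth by a relative total size factor in their own work. Each deposited table listed 60279 genes, followed by tallies per chromosome of reads that fell in no gene, in more than 1 gene or at more than 1 place in the genome. The tallies were kept apart from the genes. Because a read that aligned to more than 1 place was not counted for a gene, genes with near-identical copies were undercounted by an unknown amount. Reads in overlapping genes on the same strand were left out as ambiguous, and overlap on the opposite strand would have had the same effect if strand was not used in counting.

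The gene totals were 12555908 reads in the untreated library, 12691481 in the palbociclib library, 16712174 in the indisulam library and 14359529 in the combination library. A gene with 3 counts, the floor used here, corresponded to 0.239 CPM in the untreated library and 0.180 CPM in the indisulam library, where CPM is the usual measure of a read count relative to its library total. Counts were divided by the total gene counts of the library and multiplied by the mean total of the 4 libraries, which gave scaled counts. A pseudocount of 1 scaled count was added before log2 ratios were taken. Of the 29056 genes with at least 1 count, the 14269 with a mean of at least 1 CPM over the 4 libraries were tested. Each log2 ratio was given a 95% interval from Poisson counting error. A gene was called changed when its ratio was at least 2-fold and this interval excluded a ratio of 1. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules and variation between cultures is not included.

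With 1 library per condition, no p-value was computed and no difference had a replicate check. In place of replicates, the 2 × 2 layout was used. The ratio of palbociclib to untreated and the ratio of combination to indisulam both estimate the effect of palbociclib and share no library. The ratio of indisulam to untreated and that of combination to palbociclib do so for indisulam. The departure from additivity was the log2 ratio of combination to untreated minus the sum of the log2 ratios of the single drugs. Its robust spread over genes, from the median absolute deviation scaled to a standard deviation, holds the noise of 4 libraries and any interaction of the drugs. It was therefore taken as an upper bound on the noise between libraries.

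The 5 senescence gene lists used by the study were taken as it printed them and are named here by their first authors (Casella, Fridman, Hernandez, Hernandez SASP and Purcell). SASP is the senescence-associated secretory phenotype. S-phase and G2/M gene lists from Seurat 5.3.0 and the cytosolic ribosomal protein genes were added. Symbols were matched to Ensembl identifiers through current and older names, and 2 symbols of the Purcell list, ESPST12 and ITG53, matched none. For each list, the median log2 ratio of its tested members was placed among the medians of 10000 random lists of the same size matched on mean expression in 20 bins. This percentile describes the libraries and is not a p-value. A normalized enrichment score (NES) from the preranked running sum with weight 1 and 1000 random lists was computed beside it. Gene positions are from GENCODE release 44 on GRCh38 (hg38), counted from 1. Symbols were found for 14111 of the tested genes.

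The genes to be named were fixed by rule before the data were examined. They were 20 genes of the study's proteins and drug targets; the 5 highest and 5 lowest genes for each drug by the mean of its separate ratios; the 5 highest and 5 lowest in the combination by the smallest of its 3 ratios; and the 3 members of each senescence list with the highest ratio of combination to untreated. The ranked genes had a mean of at least 5 CPM and were changed the same way in each of the ratios ranked. The comparisons and the 24 alternatives were also fixed then. The alternatives were scaling by edgeR TMM or upper-quartile factors, by DESeq2 size factors or without mitochondrial genes; other filters, pseudocounts and thresholds; and other statistics, backgrounds and memberships of the gene lists. Versions were edgeR 4.0.16, DESeq2 1.42.0, R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

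The procedure was tested on simulated counts drawn from the means and library sizes of the real genes. Of 200 genes changed 3-fold, 196 were recovered when counting error was the only noise, with 36 false calls among 14058 unchanged genes. With a coefficient of variation between libraries of 0.2, the procedure recovered 171 of 200 and made 435 false calls among 14035 unchanged genes. In that simulation 11 genes were falsely called in both of the separate ratios of a drug, and 1545 were falsely called as departing from additivity. The 95% counting interval then covered the true ratio for 46.5% of the changed genes, against 95.5% without such noise. Of 40 random gene lists, 2 fell outside the central 95% of their own background. Splicing was not analysed here, because the values are totals per gene. A further marker gene of leukocytes is not reported here.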

Results

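The transcriptome of SUM159 cells was measured by RNA sequencing without treatment, with either single drug (palbociclib or indisulam) and with their combination, with 1 library per condition. The libraries held between 12555908 and 16712174 reads in genes. The number of genes with at least 1 read was 22191 in the untreated library, 22381 in the palbociclib library, 24045 in the indisulam library and 24455 in the combination library. Mitochondrially encoded genes took 5.93% of the gene counts in the untreated library, 7.33% in the palbociclib library, 4.90% in the indisulam library and 6.55% in the combination library. The 10 genes with the highest counts took between 7.55% and 9.60% of each library. The labels named no sequencing batch, so a difference between batches could not be told apart from a difference between conditions. There were no replicates, and every difference given here is between single libraries and has no replicate check. The intervals in brackets are 95% intervals from counting error alone.

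The first question was how many genes each treatment changed. The combination library differed from the untreated library in 3349 of the 14269 tested genes by at least 2-fold, of which 1844 were higher and 1505 lower. Indisulam differed from untreated in 2152 genes, 1197 higher and 955 lower. Palbociclib differed from untreated in 1533 genes, 835 higher and 698 lower. To separate the combination from the single drugs, it was also compared with each of them. The combination differed from palbociclib in 2417 genes, 1364 higher and 1053 lower, and from indisulam in 1169 genes, 719 higher and 450 lower. In number of genes, these counts moved most with a 1.5-fold threshold, which gave 6059 genes for the combination against untreated and 3167 for the combination against indisulam. The excess of higher over lower genes depended on the scaling in the comparisons of indisulam with untreated (1072 higher and 1066 lower with TMM factors), of the combination with palbociclib (1196 and 1203) and, in part, of the combination with untreated (1705 and 1624). It grew with upper-quartile factors for palbociclib against untreated (923 and 624) and for the combination against indisulam (780 and 406). At 5 CPM or more the combination against indisulam had 293 higher and 251 lower genes.

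Each drug was present in 2 of the 4 libraries, and its effect was estimated separately without and with the other drug. For indisulam, 1216 genes were changed the same way in both estimates, 694 higher and 522 lower (603 and 601 with TMM factors), and 26 genes were changed in opposite ways. If the estimates were unrelated and every gene was equally likely to be called, 184.9 genes would be called the same way by chance. Genes from 1 to 5 CPM were called more often than the others, so this value understates the overlap by chance. Across the 14269 genes, the log2 ratios of the estimates had a Pearson correlation of 0.73 and a Spearman correlation of 0.66. For palbociclib, 462 genes were changed the same way, 284 higher and 178 lower, with 28 in opposite ways. By chance 64.1 would be called the same way under the same assumption, which is again an understatement. The Pearson correlation for palbociclib was 0.52 and the Spearman correlation 0.49. These correlations are across genes, which are not independent replicates, and no p-value was given to them.

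**Figure D1:**
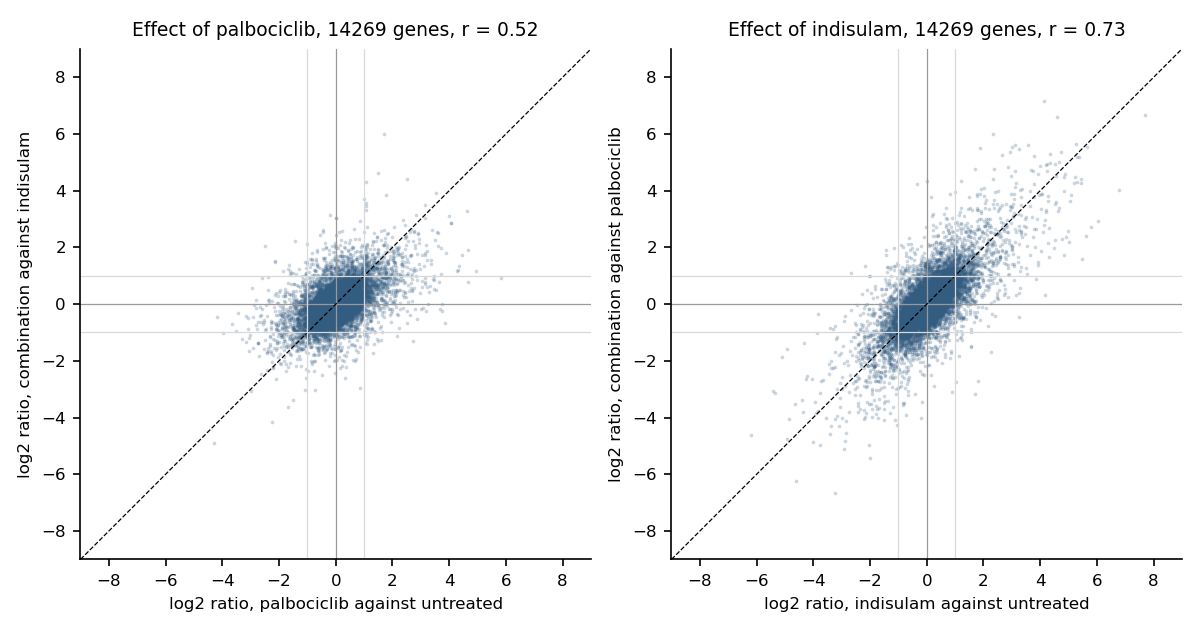
Log2 ratios of the 14269 tested genes for palbociclib (left) and indisulam (right), with the ratio measured without the other drug on the horizontal axis and the ratio measured with it on the vertical axis. Each point is a gene, grey lines mark 0 and 2-fold, and the dashed line marks equal ratios. The Pearson correlation was 0.73 for indisulam and 0.52 for palbociclib. The distance of a gene from the dashed line reflects its departure from additivity, which is the same in both panels.

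The combination was next compared with the sum of the single drugs. The departure from additivity was at least 2-fold, with a counting interval that excluded 0, in 1109 genes, 561 above the sum and 548 below it. Its robust spread over all tested genes was 0.47 on the log2 scale, against a median counting error of 0.16. For the 2001 genes at 100 CPM or more, the spread was 0.40 and the median counting error 0.06. If all of that spread was noise, the coefficient of variation between libraries was at most 16.2% over all tested genes and 13.7% at 100 CPM or more. The matching bound on the standard deviation of a single log2 ratio was 0.28 at 100 CPM or more and 0.26 from 20 to 100 CPM. It was 0.37 from 5 to 20 CPM and 0.62 from 1 to 5 CPM. Ratios of some single genes are set against it below. Simulated libraries without interaction gave 229 such genes at a coefficient of variation of 0.1 and 1545 at 0.2. The count of 1109 lay between them, so that the part of it due to noise was not determined. Changed the same way in the combination against each of the other libraries were 279 genes that were higher and 151 that were lower.

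The senescence signatures were examined because the study asked whether the combination induces senescence. Against untreated, the median log2 ratio of the 23 tested members of the Hernandez SASP list was 1.82 in the combination, above all 10000 random lists (percentile 100), with an NES of 2.32. The median of the 38 tested members of the Purcell list was 1.35 (percentile 100, NES 2.35). The Casella list had a median of 0.28 over 36 members, the Fridman list 0.19 over 68 members and the Hernandez list 0.26 over 31 members. Their percentiles were 96.67, 97.17 and 95.03, all inside the central 95% of the random lists. The Fridman list reached percentile 100 when the mean replaced the median. It was at 89.07 against random lists not matched on expression and at 80.22 with members of 1 senescence list only. The NES was above 0 for 5 of 5 lists.

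Compared with palbociclib, the combination was above the central 95% of the random lists in 3 of 5 lists. The Hernandez SASP list had a median of 1.57 and the Purcell list 1.10, both at percentile 100, and the Fridman list 0.24 at percentile 99.29. The Hernandez list was at percentile 89.48 and the Casella list at 3.08, with a median of -0.12. Compared with indisulam, 4 of 5 lists were above this range, with medians between 0.22 and 0.29. The list inside the range was the Hernandez SASP list, with a median of 0.11 at percentile 86.91, although its mean was at percentile 100 and its enrichment score at 99.99. Indisulam alone was above it against untreated in 2 lists, with a median of 1.51 for the Hernandez SASP list and 1.04 for the Purcell list, both at percentile 100. The other lists were at percentiles 43.99 (Casella), 53.28 (Fridman) and 63.12 (Hernandez) with indisulam. For the Fridman list this depended on the statistic, with 99.98 by the mean and 100 by the enrichment score. It was at 39.62 against random lists not matched on expression and at 25.23 with members of 1 senescence list only. Palbociclib alone was above it in 4 lists, with medians of 0.40 for Casella, 0.35 for Purcell, 0.29 for Hernandez SASP and 0.13 for Fridman.

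**Figure D2:**
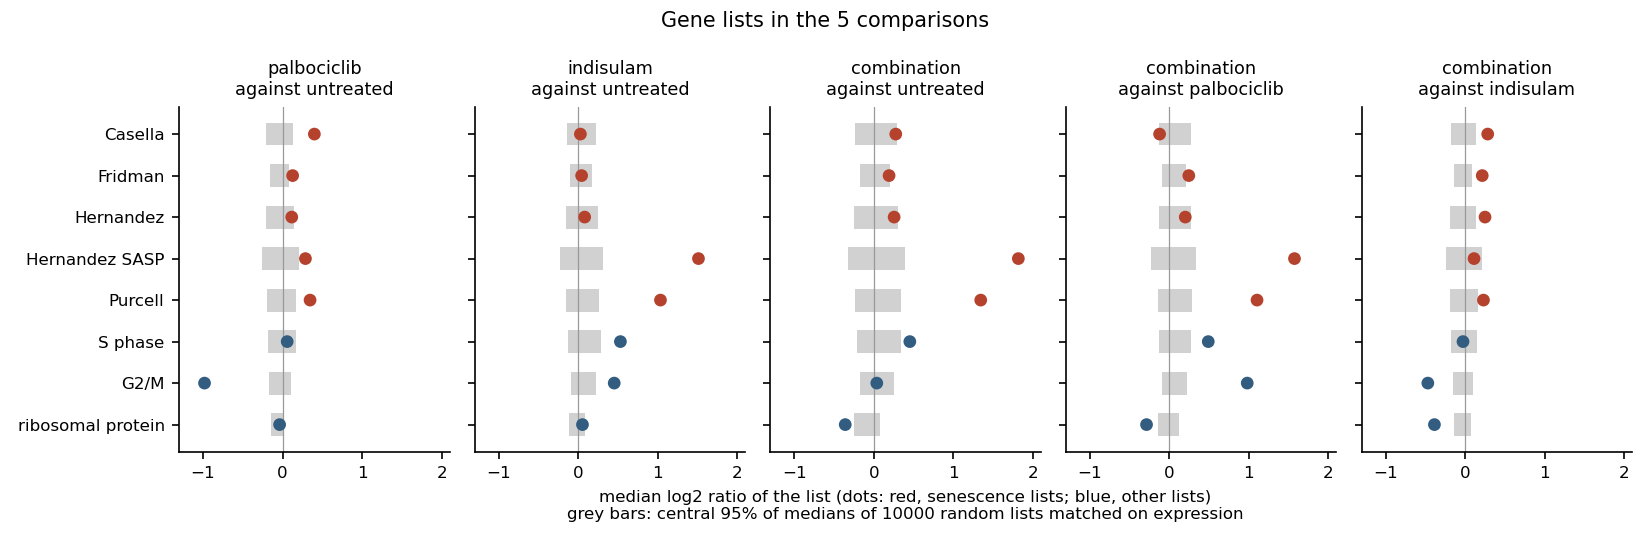
Median log2 ratio of 5 senescence gene lists (red dots) and 3 other gene lists (blue dots) in the 5 comparisons, with grey bars for the central 95% of the medians of 10000 random lists matched on expression. The Hernandez SASP and Purcell lists lie far above the bars in the comparisons of libraries with and without indisulam, and the G2/M list lies below them with palbociclib against untreated (-0.98) and in the combination against indisulam (-0.47).

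The members with the highest ratio of combination to untreated were taken from each list, among those at a mean of 5 CPM or more. In the Hernandez SASP list these were CSF2, CXCL1 and MMP1. CSF2 (chromosome 5, 132073789 to 132076170) had 1 read in the untreated library, 47 with palbociclib, 274 with indisulam and 888 in the combination. With the untreated count set to the floor of 3 reads, CSF2 was 259-fold higher in the combination than untreated. This is not a lower limit, since the counting interval of its log2 ratio, 8.68 (6.62 to 10.74), reaches below it. CXCL1 (chromosome 4, 73869393 to 73871308) had 14.6 scaled counts in the untreated library, 32.2 with palbociclib, 642 with indisulam and 1222 in the combination, a log2 ratio of 6.29 to untreated (5.53 to 7.06). MMP1 (chromosome 11, 102789401 to 102798160) had 23.5 scaled counts in the untreated library, 17.8 with palbociclib, 588 with indisulam and 1827 in the combination. In the Purcell list the members were IDO1, IL1B and IL1A. IL1A did not differ between combination and indisulam, with a log2 ratio of 0.03 (-0.18 to 0.23), and IL1B differed by 0.65 (0.47 to 0.83). IDO1 had 1 read in the untreated library and 164 in the combination, 47.8-fold higher with the untreated count set to 3 reads. Its log2 ratio of combination to untreated was 6.25 (4.19 to 8.32). The Fridman members were MMP1, IGFBP5 and ALDH1A3, with log2 ratios to untreated of 6.22, 6.01 and 3.54. The Casella members were CLDN1, RND3 and SMCO3, which were 11.3-fold, 10.4-fold and 5.68-fold higher than untreated. The Hernandez members were TAF13, CCND1 and RAI14, which were 4.11-fold, 3.10-fold and 2.64-fold higher.

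Cell cycle genes were measured beside the senescence lists, since palbociclib acts on CDK4 and CDK6. The 54 G2/M genes had a median log2 ratio of -0.98 with palbociclib against untreated, below all random lists (percentile 0), and 26 of them were changed lower. With indisulam against untreated the median was 0.45 (percentile 100). The combination was not separated from untreated in these genes (0.04, percentile 47.69). It was below indisulam (-0.47, percentile 0) and above palbociclib (0.98, percentile 100). The 43 S-phase genes had medians of 0.53 with indisulam and 0.45 in the combination against untreated, at percentiles 100 and 99.74. With palbociclib their median of 0.06 was inside the range of random lists. The 82 ribosomal protein genes had a median of -0.36 in the combination against untreated, -0.29 against palbociclib and -0.38 against indisulam, each at percentile 0. None of the 82 was 2-fold lower against untreated, and their own medians with a single drug, -0.04 and 0.05, were inside the range of random lists.

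MKI67 (chromosome 10, 128096659 to 128126423), the gene of the proliferation marker Ki67, had 1770 scaled counts in the untreated library, 627 with palbociclib, 3468 with indisulam and 1823 in the combination. Its log2 ratio to untreated was -1.50 (-1.63 to -1.36) with palbociclib, 0.97 (0.89 to 1.05) with indisulam and 0.04 (-0.05 to 0.14) in the combination. LMNB1 (chromosome 5, 126776623 to 126837020), which encodes lamin B1, was lower with palbociclib, at -1.11 (-1.33 to -0.89), and in the combination, at -0.66 (-0.85 to -0.46), but not with indisulam, at 0.06 (-0.10 to 0.22).

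The genes of the proteins in the proposed mechanism of indisulam were read next. RBM39 (chromosome 20, 35701347 to 35742312, ENSG00000131051) had 4819 scaled counts in the untreated library, 3330 with palbociclib, 5291 with indisulam and 4296 in the combination. The log2 ratio of RBM39 transcript was 0.13 (0.08 to 0.19) for indisulam against untreated, which was within the bound on the spread of a single ratio. It was 0.37 (0.30 to 0.43) for the combination against palbociclib, and the protein is outside what these counts measure. DCAF15 differed from untreated by 0.26 (0.02 to 0.50) with indisulam, which was within the bound on the spread of a single ratio. CCNH (chromosome 5, 87318416 to 87412930, ENSG00000134480) encodes cyclin H of the CDK-activating kinase. It had 626 scaled counts in the untreated library, 635 with palbociclib, 345 with indisulam and 269 in the combination. The log2 ratio was -0.86 (-1.04 to -0.67) for indisulam against untreated and -1.24 (-1.44 to -1.03) for the combination against palbociclib. These ratios were at the 5.81 and 2.73 percentile of genes of similar expression, and each was more than 3 times the bound on the spread of a single ratio. CCNH overlaps RASA1 on the opposite strand, and the strand setting of the counting was not stated. The other members of the CDK-activating kinase, CDK7 and MNAT1, had log2 ratios of 0.23 (0.11 to 0.36) and -0.08 (-0.29 to 0.12) with indisulam against untreated, both within that bound. In the combination against palbociclib they had 0.75 (0.61 to 0.89) and 0.20 (-0.05 to 0.44).

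CDK2 (chromosome 12, 55966781 to 55972789) had between 490 and 564 scaled counts in the 4 libraries, and its log2 ratio of largest size was -0.20 (-0.37 to -0.03), for indisulam against untreated, which was within the bound on the spread. CDK4 had log2 ratios of 0.30 (0.20 to 0.39) with palbociclib against untreated and -0.17 (-0.26 to -0.07) in the combination against indisulam, the latter within the bound. CDK6 was higher than untreated in every treated library, with log2 ratios of 0.77 (0.58 to 0.96) for palbociclib, 1.11 (0.94 to 1.28) for indisulam and 1.92 (1.76 to 2.09) for the combination. CCND1 had log2 ratios of 1.39 (1.32 to 1.46) with palbociclib against untreated and 1.28 (1.23 to 1.34) in the combination against indisulam. CCNE1 had 44 reads in the untreated library, 186 with palbociclib, 88 with indisulam and 211 in the combination. Its log2 ratio was 2.04 (1.57 to 2.51) with palbociclib and 2.05 (1.58 to 2.51) in the combination against untreated. CCNE2 had 1.75 (1.07 to 2.43) in the combination against untreated, from 21 reads in the untreated library. RB1 differed by 0.05 (-0.11 to 0.22) in the combination against untreated.

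The genes of the cyclin-dependent kinase inhibitors p21 and p16, which served the study as senescence markers at the protein level, were also read. CDKN1A (chromosome 6, 36676460 to 36687337), which encodes p21, had 870 scaled counts in the untreated library, 879 with palbociclib, 571 with indisulam and 663 in the combination. Its log2 ratio to untreated was 0.01 (-0.13 to 0.16) with palbociclib, -0.61 (-0.75 to -0.46) with indisulam and -0.39 (-0.54 to -0.24) in the combination. The study reported an increase of p21 protein in SUM159 cells, whereas the transcript was higher in no treated library beyond counting error. Transcript and protein are different measures. CDKN2A (chromosome 9, 21967752 to 21995301), which encodes p16, had 2 reads in the untreated library, 0 with palbociclib, 3 with indisulam and 1 in the combination. All were at or under the floor, and no difference was detectable at this depth. GLB1 (chromosome 3, 32996609 to 33097202), which encodes the lysosomal β-galactosidase, had a log2 ratio of 0.24 (0.14 to 0.33) in the combination against untreated, within the bound on the spread of a single ratio.

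ABT-263 inhibits the proteins of BCL2, BCL2L1 and BCL2L2, and the study used it to kill senescent cells. BCL2 had 90 reads in the untreated library, 98 with palbociclib, 114 with indisulam and 54 in the combination, a log2 ratio of -0.92 (-1.40 to -0.43) between combination and untreated. BCL2L1, which encodes BCL-xL, had log2 ratios to untreated of 0.15 (0.08 to 0.23) with palbociclib, 0.70 (0.63 to 0.77) with indisulam and 0.43 (0.36 to 0.50) in the combination, and -0.27 (-0.33 to -0.21) between combination and indisulam. BCL2L2 had log2 ratios to untreated of 0.35 (0.21 to 0.48) with indisulam and 0.32 (0.18 to 0.46) in the combination, and it overlaps the read-through gene BCL2L2-PABPN1. The ratios of BCL2L1 for palbociclib against untreated and for the combination against indisulam were smaller than the bound on the spread of a single ratio at its expression, and those of BCL2L2 were less than 2 times that bound.

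**Figure D3:**
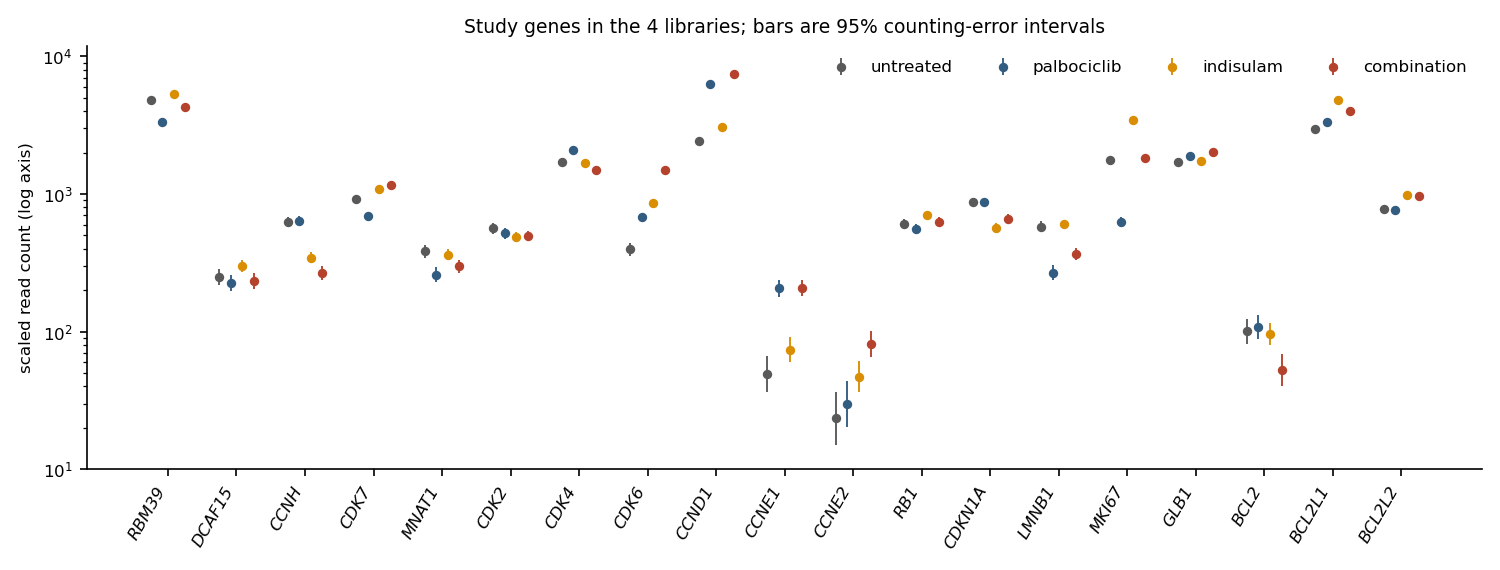
Scaled read counts on a log axis of 19 study genes in the untreated (grey), palbociclib (blue), indisulam (yellow) and combination (red) libraries, with 1 library per condition and bars for 95% counting-error intervals. CDKN2A, at 3 reads or fewer in every library, is left out, CCNH is lower in both libraries with indisulam (345 and 269 scaled counts) than in both without it (626 and 635), and CCND1 and CCNE1 are higher in both libraries with palbociclib.

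The genes with the highest and lowest ratios for each drug were chosen from the genes changed the same way without and with the other drug. For palbociclib the highest were PI3, CSF2, GPNMB, MMP3 and ENSG00000270107, which has no symbol or position in the annotation used. GPNMB (chromosome 7, 23235967 to 23275108) had 43.7 scaled counts in the untreated library, 973 with palbociclib, 435 with indisulam and 1447 in the combination. The lowest were CIDEC, INSIG1, WNK4, CNR1 and SCD. SCD (chromosome 10, 100347233 to 100364826), which encodes stearoyl-CoA desaturase, had 16974 scaled counts in the untreated library and 3197 with palbociclib, a log2 ratio of -2.41 (-2.47 to -2.35). With indisulam present, SCD changed from 7841 to 2448 scaled counts, a log2 ratio of -1.68 (-1.74 to -1.62). INSIG1 (chromosome 7, 155297776 to 155310235) changed by -2.70 (-2.84 to -2.56) without indisulam and -1.83 (-1.98 to -1.69) with it.

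For indisulam the highest genes were IL24, KRT34, MMP1, KRT17 and CSF2. IL24 (chromosome 1, 206897443 to 206904139) had 2 reads in the untreated library, 1 with palbociclib, 805 with indisulam and 217 in the combination. With the untreated count set to 3 reads, IL24 was 202-fold higher with indisulam than untreated. Its log2 ratio in that comparison was 7.71 (6.04 to 9.38). KRT17 (chromosome 17, 41619442 to 41624842) had a log2 ratio of 5.28 (4.56 to 5.99) against untreated and 5.64 (5.01 to 6.26) between combination and palbociclib. Keratin genes have similar copies, and any read that aligned to several of them was left out of the counts. The lowest genes were CXCL13, CLEC3B, MLIP, SERPINF1 and LSP1. SERPINF1 (chromosome 17, 1762029 to 1777565) had 688 scaled counts in the untreated library, 1114 with palbociclib, 41.3 with indisulam and 37.3 in the combination. CLEC3B had 29 reads in the untreated library, 272 with palbociclib, 3 with indisulam and 2 in the combination, and it overlaps EXOSC7 on the same strand.

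In the combination, the highest genes against each of the other libraries were MMP3, PI3, MGAM, ZC3H12B and FGF1. MMP3 (chromosome 11, 102835801 to 102843609) had 5 reads in the untreated library, 16 with palbociclib, 17 with indisulam and 383 in the combination. Its departure from additivity was 3.11 (1.60 to 4.63). The lowest were PLIN4, ZNF467, LSP1, MLXIPL and MYBPC1. MYBPC1 (chromosome 12, 101568353 to 101686028) had 3700 scaled counts in the untreated library, 2208 with palbociclib, 980 with indisulam and 243 in the combination, a departure of -1.26 (-1.47 to -1.05). PLIN4 had 729, 372, 134 and 25.5 scaled counts in the same order of libraries, a departure of -1.38 (-2.00 to -0.76).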

Values the study reported

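The study stated 0.5 μM of palbociclib and 2 μM of indisulam, given over 10 days, for the SUM159 cells in its senescence comparisons. For its count of splicing errors it stated 2 μM of palbociclib, 3 μM of indisulam and a duration of 16h.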

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

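The tests of noise between libraries and of unspliced RNA in this part were chosen after the results were seen. The other tests were chosen before their own results were seen, but they address patterns already found in these libraries. With 1 library per condition, no sample was compared with others of its group.

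Reads that fell in no gene were used in no comparison of the report, and their share of all reads was higher in every treated library than in the untreated library. It was 0.615% in the untreated library, 0.663% with palbociclib, 0.694% with indisulam and 0.671% in the combination. The 95% Wilson intervals of the treated libraries, such as 0.658% to 0.667% for palbociclib, lay above that of the untreated library, 0.611% to 0.619%. These intervals compare libraries and do not cover variation between cultures. If mitochondrial reads were the cause, the difference would vanish without them, but 3 treated libraries still lay above the untreated library. The rise was not on a single chromosome, since 22 of 23 chromosomes had a higher share with indisulam than untreated. A biological explanation is that loss of RBM39, a splicing factor, leaves more unspliced or intergenic RNA in both libraries with indisulam. The nuclear shares were 0.481% untreated, 0.531% with palbociclib, 0.578% with indisulam and 0.564% in the combination. The lower share with indisulam exceeded the higher share without it by 0.0324 percentage points, which is in the direction of that explanation. However, reads in introns are counted as inside or outside a gene depending on a counting setting that was not stated. The palbociclib library also exceeded the untreated one, by more than that. The pattern therefore cannot be told apart from variation between libraries.

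Reads that aligned to more than 1 place were also outside the comparisons. Their share was 6.456% in the untreated library, 6.838% with palbociclib, 6.529% with indisulam and 6.526% in the combination. Without mitochondrial reads, 2 treated libraries, palbociclib at 6.36% and indisulam at 6.29%, lay above the untreated library at 6.11%. The combination, at 6.07%, did not. Mitochondrial reads may thus account for the excess in the combination and for a part of that with palbociclib, where it fell from 0.38 to 0.25 percentage points, but not for that with indisulam. No biological explanation was tested.

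CDK4 and BCL2L1 were singled out because palbociclib moved them in opposite ways without and with indisulam, each with a counting interval that excluded 0. The difference was not tested against replicate error. CDK4 was higher with palbociclib than untreated, by 0.30 on the log2 scale, and lower in the combination than with indisulam, at -0.1651. BCL2L1 was higher by 0.15 without indisulam and at -0.2715 with it. Scaling of the libraries was not the cause by the test made, since under the 4 other scalings the ratio of CDK4 stayed at or below -0.1291 and that of BCL2L1 without indisulam at or above 0.1689. The departures from additivity were 1.165 times (CDK4) and 1.076 times (BCL2L1) the robust spread of genes at 100 CPM or more. Departures of that size are common among genes of this expression, and both patterns cannot be told apart from noise between libraries.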

How the results depend on the processing

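No paired analysis was possible because each condition had 1 library and the labels carry no replicate numbers. For the same reason no replicate was left out. Every alternative was fixed before the data were examined, and each changed a single choice.

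Of 88 alternative values for the counts of changed genes, 54 stayed within 1.5 times the reported count and 34 did not. All 34 came from the filter, the threshold, the interval or the pseudocount. Under the scalings (TMM, upper-quartile, DESeq2 and total without mitochondrial genes) each count stayed within 1.5 times, the share of higher genes among the changed moved by less than 10 percentage points, and the median of all genes moved by less than 0.1. The excess of higher genes was nearly or wholly lost for indisulam against untreated and the combination against palbociclib under TMM, DESeq2 and upper-quartile factors, and kept without mitochondrial genes. DESeq2 factors gave 1065 higher and 1071 lower genes for indisulam against untreated, and TMM factors 1196 and 1203 for the combination against palbociclib. For the combination against untreated, the excess fell to 1705 higher and 1624 lower genes with TMM factors and 1707 and 1620 with DESeq2 factors. Genes changed the same way by indisulam in both estimates were 603 higher and 601 lower with TMM factors. In the order palbociclib against untreated, indisulam against untreated, combination against untreated, combination against palbociclib and combination against indisulam, genes at 5 CPM or more gave 833, 1212, 2104, 1396 and 544 changed genes. A 1.5-fold threshold gave 3533, 4485, 6059, 4683 and 3167, and a 3-fold threshold gave 589, 870, 1531, 1016 and 327. The 99% interval wholly past 2-fold gave 440, 790, 1596, 994 and 296. Without a filter the last comparison gave 1783. In these settings the combination against untreated had the most changed genes and the combination against indisulam the fewest.

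Genes changed the same way in both estimates numbered 236 for palbociclib and 674 for indisulam at 5 CPM or more, 1381 and 2653 at 1.5-fold, 113 and 498 at 3-fold, and 80 and 427 with the 99% interval. A pseudocount of 10 left 290 for palbociclib. Genes departing from additivity numbered 582, 2685, 419 and 202 under the same 4 settings.

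Of 355 alternative values for the gene lists, 325 kept their side of the median of the random lists and their place inside or outside the central 95%. TMM factors could hardly move a percentile, since 1 factor shifts all genes of a library, and show no stability. Leaving out cell cycle genes removed no tested member of a senescence list, so these 25 values could not move and show none either. The SASP and Purcell lists stayed at percentile 100 in the comparisons of libraries with and without indisulam, where the percentile is at its limit, but their medians moved. For indisulam against untreated the SASP median of 1.51 was 1.02 with a pseudocount of 10 and 1.98 at 5 CPM or more. For the combination against palbociclib the Purcell median of 1.10 was 0.69 with members of 1 list. The other lists moved as follows, and the cause was not tested. Without a filter, the percentile was 70.62 for Casella with indisulam against untreated, 50.59 for G2/M and 98.65 for Fridman in the combination against untreated, and 87.3 for SASP with palbociclib against untreated. At 5 CPM or more, the same values for Casella, G2/M and Fridman were 78.44, 50.37 and 97.86, and S phase in the combination against indisulam was at 50.08. With the mean in place of the median, Fridman was at 99.98 with indisulam and 100 in the combination against untreated, SASP at 100 and S phase at 73.9 in the combination against indisulam, Hernandez at 36.74 with indisulam and the ribosomal protein genes at 41.45 with palbociclib against untreated. With the enrichment score, Casella was at 81.06 with indisulam and 70.64 in the combination against palbociclib, Fridman at 100 with indisulam and in the combination against untreated, Hernandez at 27.52 with indisulam, SASP at 94.63 with palbociclib and 99.99 in the combination against indisulam, S phase at 71.62 in the latter, and the ribosomal protein genes at 9.5 with palbociclib. Against random lists that were not matched on expression, Fridman was at 97.44 with palbociclib and 39.62 with indisulam, and the ribosomal protein genes at 37.11 and 45.22. With symbols as printed, Casella was at 69.36 with indisulam. With members of 1 senescence list only, Fridman was at 25.23 with indisulam and 96.02 in the combination against palbociclib.

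Of 300 alternative values for the log2 ratios of the study genes, 294 moved by less than their counting interval. The other 6, all under TMM or DESeq2 factors, were ratios of RBM39, CCND1 and BCL2L1. For RBM39 with indisulam against untreated the ratio was 0.08 with TMM and 0.07 with DESeq2 factors, against 0.13 as reported.

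Depth limited the genes from 1 to 5 CPM, where the robust spread of the departure was 0.88 on the log2 scale, against 0.40 at 100 CPM or more.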

Other observations

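The tests of YAP targets, of hypoxia genes and of CD3E, CD14, LYZ and ITGAM in this part were chosen after the results were seen. The other tests were chosen before their own results were seen, but they address patterns found in these libraries. A test such as that of SREBP targets was chosen after the genes it follows were ranked. Thinning of the reads to the smallest total hardly moves ratios that are already scaled to depth, so the thinning tests of gene lists, of CCNH and of the number of changed genes were set to undecided after they were seen. The patterns were found and tested on the same libraries, so each explanation is a hypothesis.

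The SASP list was higher with indisulam alone than untreated, and by its median not separated between combination and indisulam (percentile 86.91), although its mean (100) and enrichment score (99.99) were. Several technical explanations were tested. After a smooth trend on transcript length, GC content and expression was removed, its percentile with indisulam was 100, and its median went from 1.51 to 1.37. The percentile was also 100 without its 5 highest members (18 left) and without its chemokine members (18 left). It was 100 after thinning too, which does not tell the rise apart from an effect of depth. RNA from leukocytes was tested by PTPRC, which was at 17.472 CPM in the indisulam library and met that prediction. However, PTPRC was also at 12.2 CPM in the untreated library, 12.5 with palbociclib and 11.1 in the combination, although the median of the list was 1.82 there against untreated. Of 4 other leukocyte markers, 0 were higher with indisulam than untreated with a counting interval that excluded 0. CD3E had 0 reads in every library, LYZ had 1 read in both the untreated and the indisulam library, ITGAM was at 0.40 and 0.48 CPM, and CD14 was lower with indisulam, at 3.95 against 9.24 CPM. RNA from leukocytes is therefore an unlikely source of the rise in the indisulam library. In the combination library ITGAM went the other way, with 26 reads (1.81 CPM) against 5 in the untreated library, and LYZ had 3 reads. Noise between cultures was not tested, since there were no replicates. That indisulam by itself raises secretory genes in these cells is a hypothesis.

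Genes of G2/M were higher with indisulam than untreated, and MKI67 followed them, although indisulam is studied here as a partner in growth arrest. The percentile of the list was 100 after removal of the length and GC trend, with a median of 0.35 in place of 0.45. It was 100 after thinning, which leaves an effect of depth undecided. A candidate technical explanation is that the untreated culture was denser and cycled less. Then YAP targets, which fall at high density, would be higher in all treated libraries, but their lowest percentile against untreated was 60.25, with palbociclib. With indisulam alone they were at percentile 100. If the untreated culture was short of oxygen, hypoxia genes would be lower in all treated libraries, but their highest percentile was 96.57, in the combination. With indisulam they were at percentile 22.37, with a median of -0.04. With palbociclib they were at 0.41, with a median of -0.28, which is the predicted direction. These tests address all treated libraries together and do not exclude a difference in density or oxygen between the untreated and indisulam cultures only.

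Palbociclib lowered the G2/M list in both of its estimates. After thinning the higher of the percentiles was 0, which by itself leaves an effect of depth undecided. The palbociclib and untreated libraries had almost the same total (12691481 and 12555908 reads), which argues against depth for the estimate without indisulam. For the estimate with indisulam an effect of depth stays undecided. The combination nonetheless had G2/M genes near the level of the untreated library. The medians of the single drugs against untreated, -0.98 and 0.45, do not add up to that of the combination, 0.04. A gene list cannot say whether cells of the combination divided.

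Ribosomal protein genes were lower in the combination than in each of the other libraries. Their highest percentile over the 3 comparisons was 0.04 after removal of the length and GC trend and 0.01 after thinning. With the trend removed, their medians were -0.29 against untreated (-0.36 before), -0.29 against palbociclib (-0.29 before) and -0.39 against indisulam (-0.38 before). Adding the reads of 1598 annotated pseudogenes gave a median log2 ratio to untreated of -0.3595, and the highest median under the 4 other scalings was -0.3497. The trend removed had a median size of 0.10, 0.13 and 0.04 over these genes in the same order, so it moved single genes but left the medians against palbociclib and indisulam almost where they were. Length and GC content accounted for a part of the shift against untreated at most, by this trend, and the test says less about the other 2 comparisons. Scaling did not account for the shift against untreated. With TMM factors, the only other scaling tested there, the medians were -0.36 against palbociclib and -0.38 against indisulam. Thinning leaves an effect of depth undecided. The combination total of 14359529 reads lay between 12555908 (untreated) and 16712174 (indisulam), yet these genes were lower than in both libraries. An effect that rises or falls with depth would not give this order, so the totals argue against depth. Reads that aligned to both a gene and a pseudogene were counted for neither, so adding the pseudogenes cannot restore them, and the shift cannot be told apart from an effect of such reads. It may also reflect reduced ribosome production when both drugs are present, a hypothesis that 1 library per condition cannot separate from variation between cultures.

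The combination against untreated had the most changed genes of the 5 comparisons. Thinning to equal depth gave 3328 genes and scaling without the 50 genes of highest count gave 3347, and it was the highest of the 5 in both. The number of changed genes follows the 2-fold ratio nearly alone, so thinning by itself leaves an effect of depth undecided. The indisulam total (16712174) lay further from the untreated total (12555908) than the combination total (14359529) did. Indisulam against untreated nonetheless had fewer changed genes, 2152 against 3349, which argues against depth as the source of this order. A few abundant genes are an unlikely source of this order.

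CCNH was lower in both libraries with indisulam. The 17 tested genes within 5 Mb of it had a median log2 ratio of 0.1324 with indisulam, so that a change of the region is an unlikely cause. Its own ratio was -0.796 after thinning, which by itself leaves an effect of depth undecided. CCNH had 558 reads untreated and 410 with indisulam, and 572 with palbociclib and 274 in the combination. Its reads fell although the library totals rose, from 12555908 to 16712174 and from 12691481 to 14359529. These values argue against depth as the cause. Splice junctions are not in counts per gene, and the study reported that it saw no splicing errors in this transcript. The study also reported lower CCNH RNA by qPCR in SUM159 cells treated with indisulam and in those with knockdown of RBM39. It reported a decrease of cyclin H protein as well. The treatments in those assays may differ from those of these libraries.

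The genes that palbociclib lowered most included INSIG1, SCD and CIDEC, which take part in lipid metabolism. A list of 24 other targets of the sterol regulator SREBP was lowered in both estimates, and the higher of its percentiles was 0.76, which is in line with lower SREBP activity with palbociclib. After removal of the length and GC trend the higher percentile was 1.31. The list was also low with indisulam against untreated (percentile 0.07) but not in the combination against palbociclib (22.53). Differences in medium lipids or in density between cultures were not tested.

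CDKN2A had 3 reads or fewer in every library. A candidate explanation is a deletion of the region on chromosome 9. Its neighbour MTAP (21802636 to 21937651) reached at most 0.08 CPM, with 1 read in each library, as such a deletion predicts. CDKN2B had 3 reads or fewer and DMRTA1 had 0 in every library, while KLHL9, nearer the end of the chromosome, had between 72 and 221 reads. MLLT3, further towards that end, had 2 reads or fewer, so that low counts alone do not mark a lost region. The study reported an increase of p16 protein in these cells, which goes against a deletion. Counts of RNA cannot show a deletion, and a silenced region would give the same values.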
